A study of Mus musculus with 6 samples. Its data were reported in "Dzip3 regulates developmental genes in mouse embryonic stem cells by reorganizing 3D chromatin conformation" (2015).

How the data were processed

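RNA-seq was performed on E14 mouse embryonic stem (mES) cells, a feeder-independent line, after transfection of siRNA. According to the study, the sequenced cells were grown in 2i medium with LIF. It describes lineage genes as strongly repressed there relative to serum with LIF. The study checked knockdown by RT-qPCR and western blotting in cells grown in serum with LIF. The 6 libraries carried labels for 3 groups of 2: control, Ring1B-KD (knockdown of Ring1B, an H2A ubiquitin ligase encoded by *Rnf2*) and Dzip3-KD (knockdown of Dzip3, another H2A ubiquitin ligase). Groups and replicate numbers were taken from the sample labels. The condition word in the name of the deposited file differed from the label for 4 of the 6 libraries, and the labels were used for every comparison between groups. Group names below therefore stand for the labels and do not assert that a knockdown took place in a library.

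The authors deposited RPKM values, that is, read numbers divided by exon length and by the total of mapped reads, with 1 list per library and no pooling of replicates. According to the methods of the study, stranded mRNA libraries were sequenced on a MiSeq instrument, reads were aligned to the mouse mm9 genome, and only reads assigned uniquely to a gene were used. The gene annotation and the software versions were not stated. RPKM corrects for total reads and exon length but not for a change in the composition of the RNA. Each library listed the same 16668 gene symbols, and 0 symbols were at 0 in all 6 libraries, so genes without a read anywhere had been left out of the lists. A further 457 values lay above 0 but below 0.001 RPKM, less than 1 read could give, so these values do not stand for whole reads.

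Whole reads behind the RPKM values were recovered as follows. Ratios between libraries of genes below 1 RPKM clustered at fixed values, which gave the relative depth of the libraries from 537 to 617 genes each. Mapped reads were then obtained by matching the step of 1 read to annotated transcript lengths (GENCODE mouse release M1 on NCBIM37, which is mm9). Reads were accepted where all 6 values of a gene were whole multiples of 1 step that corresponded to a whole exon length between 100 and 20000 bp. These length limits were set after a first pass without an upper limit had given implausible lengths. Values under 0.001 RPKM were treated as 0 in this step. Whole reads were recovered for 15490 genes (92.9%). In 2000 sampled genes the share was 92.5%, and it was 0.0% after the values had been multiplied by random factors with an SD of 5%. The recovered length equalled an annotated transcript of the gene for 23.3% of genes, against 0.5% after 7 bp had been added to each length. The mapped reads had themselves been fitted to annotated lengths, so this agreement is partly built in. The recovered genes held between 968611 and 1147458 reads per library, or 29.7% to 33.5% of the mapped reads. The genes not resolved do not account for the rest, since they held 10.1% to 12.6% of the RPKM sum, and 91 of the 100 highest genes were resolved. Most mapped reads therefore lie outside the listed values, for a reason that was not tested.

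The recovered depth was 3015349 to 3583612 mapped reads per library. At this depth, 3 reads on a transcript of 2 kb corresponded to 0.419 to 0.497 RPKM. Over recovered genes the median was 19 reads per gene and library, and 40.5% of genes averaged fewer than 10 reads. PCR duplicates cannot be told from independent molecules in these values, so floors and exact tests on reads cover counting error only.

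Comparisons were made with limma 3.58.1 in R 4.3.3 on log2(RPKM + 1), with the variance trend, for the 11538 genes with a mean of at least 0.5 RPKM over the 6 libraries. All 6 libraries entered 1 fit without covariates and shared 1 estimate of the spread. The 3 contrasts were Ring1B-KD against control, Dzip3-KD against control and Dzip3-KD against Ring1B-KD, with Benjamini-Hochberg adjustment over genes and a threshold of 0.05. Fold changes on the log2(RPKM + 1) scale understate the change of low genes. The criteria of the study were applied to the same fit: an unadjusted p under 0.1 for variation among the 3 groups, and for raised genes an unadjusted p under 0.1 with a fold change over 2 for Ring1B-KD or over 1.5 for Dzip3-KD. The study names both cutoffs without stating which belongs to which knockdown, so this assignment was inferred. The study used a one-way model without moderation, which was run as an alternative. Developmental genes were collected by gene family from a list of symbol patterns, and their median change was placed among 10000 random lists of the same size matched on mean expression in 20 bins. The Gene Ontology analysis of the study was not repeated, since no ontology annotation was used here.

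The code was tested on simulated reads drawn for the real genes, with 200 genes changed in a single contrast and a dispersion of 0.01. At a fold change of 1.5, 0% of 198 changed genes were called, at 2, 24.4% of 197, and at 4, 81% of 195. False calls numbered 1, 6 and 10. Among changed genes averaging at least 50 reads, 42.2% of 90 were called at a fold change of 2 and 97.8% of 92 at 4.

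The genes named in the text were fixed by rule before the data were examined: both targeted genes, the developmental genes that the study names in its expression results, *Pou5f1*, *Sox2*, *Nanog* and *Klf4*, chosen here because it measured pluripotency markers without naming them in its text, *Bspry* and *Shank3*, which it names in its chromatin conformation results, and for each contrast 5 genes with every library of one group on the same side of the other, taken by size of change among genes with an adjusted p under 0.05 and otherwise by smallest p. Genes of the 2-cell-like list in the closing section were outside this rule and were listed after some of their values had been seen. Gene positions are from GENCODE M1. *Acta1* was not analysed here.

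The replicate numbers shared by the groups come from the labels, and the fit with the replicate number as a block was run beside the fit without it. Alternatives fixed before the data were examined were a pseudocount of 0.1, no filter, a mean of at least 2 RPKM, scaling to a common 75th percentile, quantile normalization, the replicate block, no variance trend, no moderation, a fit to only the 4 libraries compared, a separate control library for each knockdown, Spearman correlation for the agreement of pairs, and leaving out each replicate in turn. Added after seeing the data were limma with voom weights on the recovered reads, a block for 2 sets of 3 libraries that were defined from the correlations between the libraries themselves, a block with crossed replicate numbers, and overlap lists by fold change only with shared controls. Figures and tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.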

Results

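Whole-transcriptome sequencing of mES cells was carried out for cells labelled control, Ring1B-KD and Dzip3-KD, with 2 libraries each. RPKM values summed to between 126356 and 140481 per library. The depth recovered from the values was 3015349 mapped reads for the library labelled control 1 and 3430183 for control 2. It was 3373952 and 3305063 reads for the libraries labelled Ring1B-KD 1 and 2, and 3266799 and 3583612 reads for Dzip3-KD 1 and 2. Between 2096 and 2622 of the 16668 genes were listed at 0 in a library, and 12405 genes were above 0 in all 6.

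The targeted genes were examined first, because their levels bear on the labels. *Rnf2*, which encodes Ring1B, lies on the minus strand of chromosome 1 from 153316536 to 153347953 (mm9). Its level was 30.6 and 20.4 RPKM in the libraries labelled control, 26.8 and 28.8 RPKM in those labelled Ring1B-KD, and 19.4 and 28.2 RPKM in those labelled Dzip3-KD. Group means were 25.5 ± 7.17 RPKM (SD, n = 2) for control, 27.8 ± 1.38 RPKM (SD, n = 2) for Ring1B-KD and 23.8 ± 6.22 RPKM (SD, n = 2) for Dzip3-KD. *Rnf2* was thus not lower in the libraries labelled Ring1B-KD: the log2 change against control was 0.15 (SE 0.24, limma adjusted p 0.965), smaller than the spread between the control replicates. These values rest on 192 to 306 reads per library. Leaving out the library labelled control 1 gave a log2 difference of 0.43, and leaving out control 2 gave -0.13.

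*Dzip3* lies on the minus strand of chromosome 16 from 48924345 to 48994278 (mm9) and was expressed at a lower level, with 23 to 53 reads per library. It was at 2.24 and 2.68 RPKM in the libraries labelled control, 1.18 and 1.89 RPKM in those labelled Ring1B-KD, and 1.70 and 1.31 RPKM in those labelled Dzip3-KD. The mean was 2.46 ± 0.308 RPKM (SD, n = 2) for control, 1.53 ± 0.499 RPKM (SD, n = 2) for Ring1B-KD and 1.5 ± 0.277 RPKM (SD, n = 2) for Dzip3-KD. Both libraries labelled Dzip3-KD were below both controls, with a log2 change of -0.47 (SE 0.24, limma adjusted p 0.458). The change in the libraries labelled Ring1B-KD was of the same size, -0.46 (SE 0.24, limma adjusted p 0.902). Neither change passed the threshold.

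**Figure D1:**
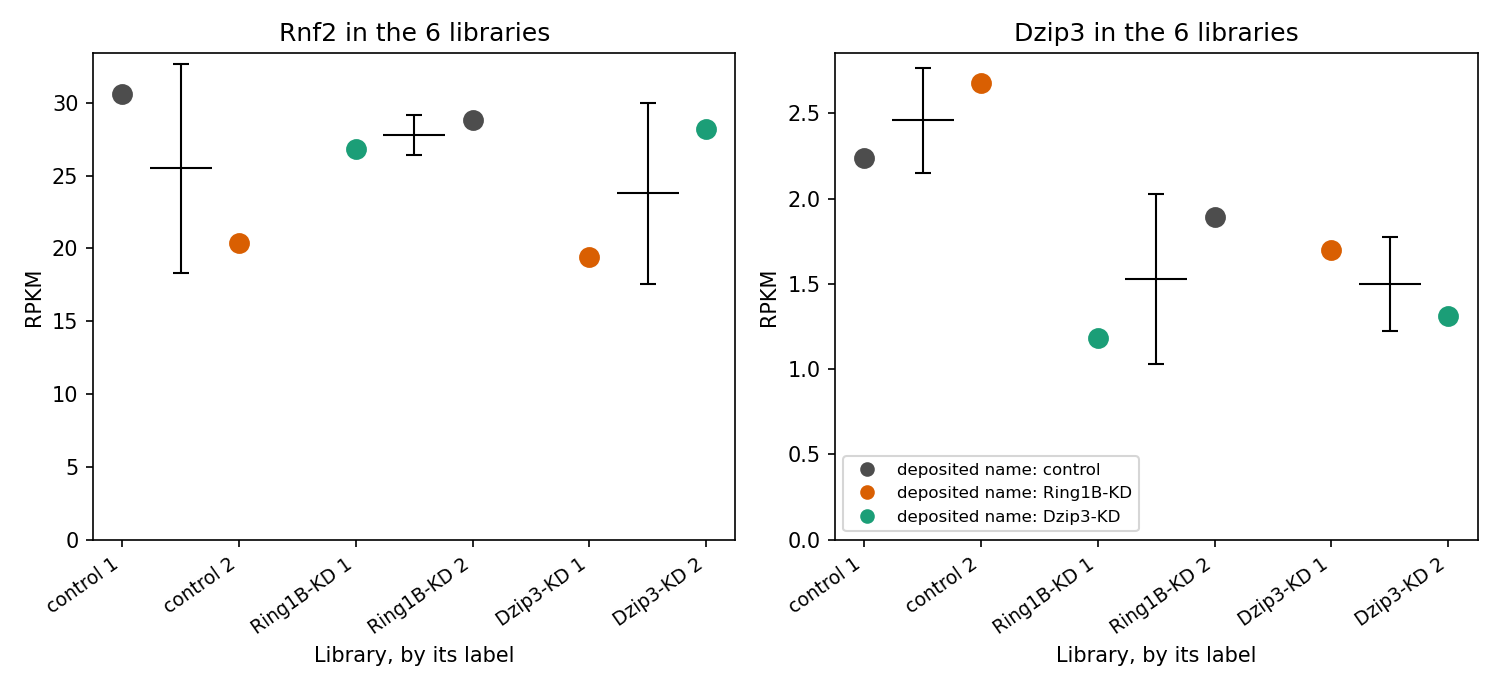
RPKM (y axis) of *Rnf2* (left) and *Dzip3* (right) in each of the 6 libraries, ordered on the x axis by label, with horizontal bars for the group mean and error bars for the SD (n = 2). Points are coloured by the condition word in the name of the deposited file, and the lowest *Rnf2* values, 20.4 and 19.4 RPKM, belong to the libraries labelled control 2 and Dzip3-KD 1.

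To compare duplicates, Pearson correlations of log2(RPKM + 1) across genes were calculated for all pairs of libraries. Genes are not independent replicates, so no p-value is given. The correlation was 0.970 for the libraries labelled control, 0.963 for those labelled Dzip3-KD and 0.947 for those labelled Ring1B-KD. The highest correlation, 0.974, was between the libraries labelled Ring1B-KD 2 and Dzip3-KD 2. Among the 15 ways to divide the 6 libraries into 3 pairs, the labelled pairing ranked 5 by mean correlation within pairs, with a mean of 0.960. The rank was 6 with a pseudocount of 0.1. No 2 libraries agreed within sampling noise: the median chi-square of the recovered reads, over genes with at least 20 reads in a pair, was 1.43 to 3.94 times the value for sampling alone.

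The libraries formed 2 sets of 3. The libraries labelled control 1, control 2 and Ring1B-KD 1 correlated at 0.960 or more with each other, as did those labelled Ring1B-KD 2, Dzip3-KD 1 and Dzip3-KD 2. The highest correlation between the sets was 0.957. The first principal component, with 40.2% of the variance, separated the sets. The labels give no sequencing batch or date. Both libraries labelled control were in the first set and both labelled Dzip3-KD in the second, so a direct comparison of these labels cannot separate the groups from the sets. The label Ring1B-KD, with 1 library in each set, is the only link between them. A fit with the sets as a block estimates the Dzip3-KD change through this link alone. The Ring1B-KD change in such a fit is only that of the library labelled Ring1B-KD 1 against the controls.

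**Figure D2:**
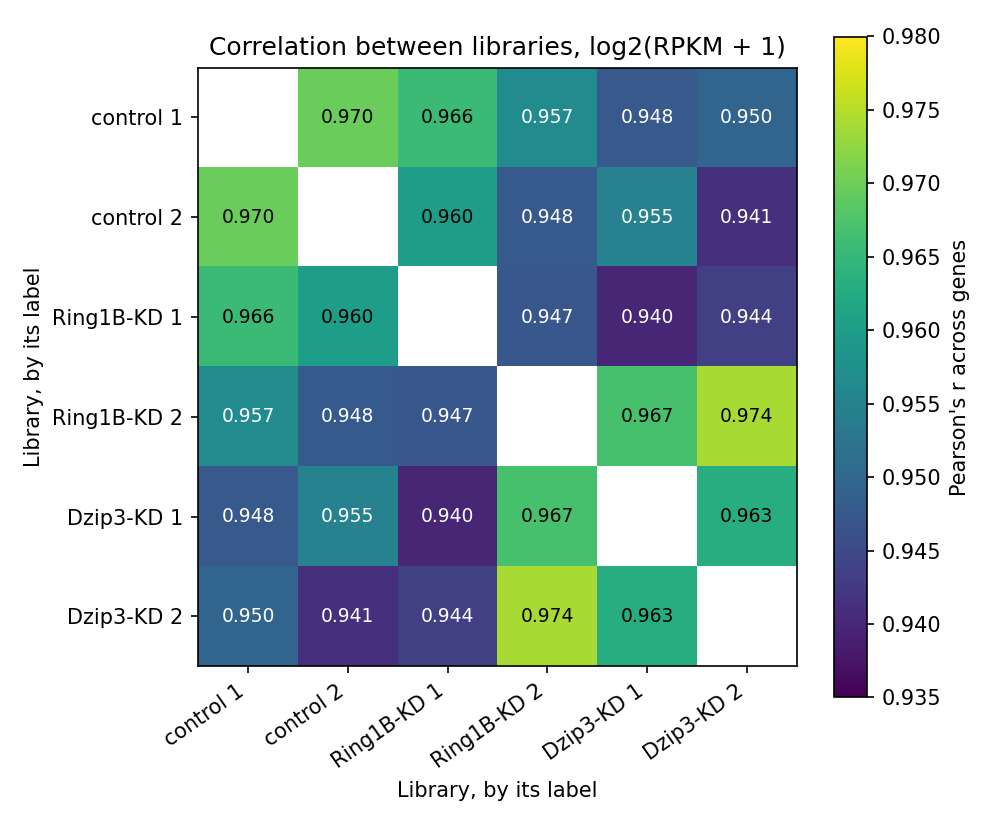
Pearson's r across genes of log2(RPKM + 1) for each pair of the 6 libraries, with libraries on both axes ordered by label and the colour scale giving r. The 3 libraries from control 1 to Ring1B-KD 1 correlate at 0.960 or more with each other, as do the 3 from Ring1B-KD 2 to Dzip3-KD 2, and correlations between these sets reach at most 0.957.

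To determine the effect of each knockdown, the groups were compared across the 11538 genes tested. The targeted genes do not assign the directions below to a knockdown: *Rnf2* was not lower in the libraries labelled Ring1B-KD, and *Dzip3*, though lower in both libraries labelled Dzip3-KD than in both controls, did not pass the threshold and was about as low in those labelled Ring1B-KD. For Ring1B-KD against control, 0 genes had a limma adjusted p under 0.05, the smallest adjusted p being 0.902. At an unadjusted p under 0.05 there were 589 genes, and 577 are expected by chance. The libraries labelled Ring1B-KD lie in different sets, so the difference between the sets enters the spread shared by all contrasts. A count near chance therefore does not show an absence of change. For Dzip3-KD against control, 0 genes passed and the smallest limma adjusted p was 0.254. Here 1411 genes had an unadjusted p under 0.05, of which 605 were higher and 806 lower in the libraries labelled Dzip3-KD. For Dzip3-KD against Ring1B-KD, 0 genes passed (smallest limma adjusted p 0.376), and 534 had an unadjusted p under 0.05. With the library sets as a block, an alternative added after seeing the data, 0 genes passed in each contrast, and the genes with an unadjusted p under 0.05 numbered 922, 654 and 340 in the same order. The log2 change of *Dzip3* in libraries labelled Dzip3-KD was then -0.87 (limma adjusted p 0.829) and that of *Rnf2* in those labelled Ring1B-KD 0.10 (limma adjusted p 0.950). This *Rnf2* change is that of the library labelled Ring1B-KD 1 alone against the controls, as is every Ring1B-KD change in that fit. Fitting only the 4 libraries compared gave 24 genes with a limma adjusted p under 0.05 for Dzip3-KD against control. That smaller fit leaves out the libraries labelled Ring1B-KD, so the difference between the sets falls wholly on the contrast. In simulated data of this depth, 0% of changes of 1.5-fold, 24.4% of changes of 2-fold and 81% of changes of 4-fold were called. Among genes averaging at least 50 reads, 42.2% of changes of 2-fold and 97.8% of changes of 4-fold were called. The simulation had a dispersion of 0.01 and no difference between library sets, so these rates may be too high for the real libraries.

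The groups share replicate numbers, and whether these pair the libraries was checked by the correlation across genes of deviations from the group means. For libraries with the same number it was -0.04 between control and Ring1B-KD, -0.24 between control and Dzip3-KD, and 0.04 between Ring1B-KD and Dzip3-KD. With the replicate number as a block, 0 genes changed in Ring1B-KD against control, 1 gene in Dzip3-KD against control and 0 genes in Dzip3-KD against Ring1B-KD, beside 0, 0 and 0 without the block. With crossed numbers as the block, 0 genes changed in Dzip3-KD against control. The paired log2 differences of *Dzip3* were -0.26 and -0.67 with the same numbers and -0.45 and -0.49 with crossed numbers. Those of *Rnf2* in Ring1B-KD against control were -0.18 and 0.48 with the same numbers. In each of these fits the estimates themselves equal those without a block, because every number occurs once in each group: the log2 change was 0.15 for *Rnf2* and -0.47 for *Dzip3*, with limma adjusted p-values of 0.999 and 0.528 under the replicate block.

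Within the first set, *Rnf2* was higher by 0.10 on the log2 scale in the library labelled Ring1B-KD 1 than in the controls. The library labelled Ring1B-KD 2, in the other set, differed from the controls by 0.20. Over 2-fold differences from the controls were seen for 145 genes within the set and for 320 genes across the sets, of which 33 were shared in direction. The correlation across genes of these changes was 0.25. Within the second set, 81 genes differed over 2-fold between the libraries labelled Dzip3-KD and Ring1B-KD 2, against 373 between those labelled Dzip3-KD and Ring1B-KD 1 across the sets. *Dzip3* was lower by a log2 difference of -0.21 within the second set. With 1 library in an arm these within-set differences have no replicate check.

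Several of the genes with the smallest p rested on few reads. The smallest p for Dzip3-KD against control was that of *Snora64*, a small nucleolar RNA gene on chromosome 17 (24857717 to 24857850), whose log2 change was 1.81 (SE 0.23, limma adjusted p 0.254). It rested on 1 read in each library labelled Dzip3-KD and 0 reads in the other 4. *Lefty1* (chromosome 1, 182865153 to 182868531) was higher in the libraries labelled Dzip3-KD, at 5.39 ± 2.22 RPKM (SD, n = 2) against 0.401 ± 0.310 RPKM (SD, n = 2) in those labelled control. Its log2 change was 2.16 (SE 0.32, limma adjusted p 0.254), on 20 and 40 reads against 3 and 1, and the libraries labelled Ring1B-KD 1 and 2 had 10 and 17. *Halr1*, *Gm6792* and *Mrpl47* were lower, with log2 changes of -1.90, -2.17 and -1.21 and a limma adjusted p of 0.254 each. For Ring1B-KD against control the genes with the smallest p were *Gstp2*, *Rpl28*, *Ddit4*, *Sap25* and *Sdhaf3*, all with a limma adjusted p of 0.902. *Ddit4* (chromosome 10, 59412423 to 59414518) had the most reads of those with recovered reads, 70 and 63 in the libraries labelled Ring1B-KD against 127 and 146 in those labelled control, with a log2 change of -1.03 (SE 0.19). *Gstp2* had a log2 change of -1.16 (SE 0.20) on 6 to 18 reads. *Rpl28* and *Sdhaf3* changed by -2.23 and -1.34 on the log2 scale and *Sap25* by 1.79. Its control values were below 0.001 RPKM and no whole reads were recovered. For Dzip3-KD against Ring1B-KD, the genes were *Snora64*, *Ubald2*, *Halr1*, *Mrpl47* and *Fcf1*, with limma adjusted p-values of 0.376 for *Snora64* and 0.864 for the others.

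By the criterion for clustering in the study, 1723 genes varied among the 3 labelled groups at an unadjusted p under 0.1, and 1154 are expected by chance. With adjustment by limma and a threshold of 0.05, 0 genes remained. The criteria for single knockdowns gave 26 genes raised and 62 lowered in the libraries labelled Ring1B-KD, and 591 raised and 536 lowered in those labelled Dzip3-KD. A pseudocount of 0.1 moved the Ring1B-KD list most, to 166 genes.

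To determine whether both knockdowns affect the same genes, these lists were intersected. Raised in both were 13 genes, or 2.2% of the genes raised in the libraries labelled Dzip3-KD, where independent lists would share 1.3. They were 50% of the 26 genes raised in libraries labelled Ring1B-KD. With lists of these sizes the first share could not exceed 4.4%. It was 14.5% with a pseudocount of 0.1, 10% with voom weights on the recovered reads and 10.5% with the library sets as a block, where 166, 146 and 64 genes were raised in the libraries labelled Ring1B-KD. Both contrasts use the same control libraries, which alone makes lists overlap. By fold change only, 17 genes were shared with common controls, where independent lists would share 1.5. With a separate control library for each knockdown, 21 genes were shared (4.7 if independent) when the library labelled control 1 served Ring1B-KD, and 20 (5.2 if independent) when control 2 did. Across genes, the log2 changes in both knockdowns correlated with r = 0.64 and rho = 0.61. With a separate control library for each knockdown, r fell to 0.36 and 0.22 in the possible arrangements. Leaving out the library labelled Ring1B-KD 2 gave 0.25. With the library sets as a block r was 0.77, where both changes contain the difference between the library labelled Ring1B-KD 1 and the controls. The Dzip3-KD change correlated with that of the library labelled Ring1B-KD 2, in the same set, at 0.73. With that of Ring1B-KD 1, in the set of the controls, it correlated at 0.25. Both values use the same control libraries, and no value for unrelated changes was computed. Neither therefore shows by itself an effect shared by the knockdowns.

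Developmental genes were the class of interest in the study. Of 152 genes of the developmental families, 54 passed the expression filter. Their median log2 change was 0.07 in the libraries labelled Ring1B-KD, at percentile 96.7 of the matched random lists, and -0.10 in those labelled Dzip3-KD, at percentile 14.2. The median over all genes was -0.02 and -0.07. Leaving out the library labelled Ring1B-KD 1 turned the median in libraries labelled Ring1B-KD to -0.13. Under scaling to a common 75th percentile and under quantile normalization the medians were 0.08 and 0.07 in libraries labelled Ring1B-KD, and -0.03 and -0.05 in libraries labelled Dzip3-KD. The median over all genes was 0.00 in both contrasts under the 75th percentile scaling. With the library sets as a block, the Dzip3-KD median was 0.09.

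Of the individual genes named by the study, *Neurod1* (chromosome 2, 79292678 to 79296908) was at 0.566 ± 0.140 RPKM (SD, n = 2) in the libraries labelled control, 1.32 ± 0.320 RPKM (SD, n = 2) in those labelled Ring1B-KD and 2.41 ± 1.5 RPKM (SD, n = 2) in those labelled Dzip3-KD. Both libraries of each knockdown label were above both controls. The log2 change in libraries labelled Dzip3-KD was 1.05 (SE 0.32, limma adjusted p 0.319), on 11 and 31 reads against 5 and 4. *Bspry* was lower in the libraries labelled Dzip3-KD, with a log2 change of -0.81 (SE 0.29, limma adjusted p 0.355). It rested on only 0 and 3 reads against 5 and 8, and the libraries labelled Ring1B-KD 1 and 2 had 5 and 2. The changes of *Rhox6*, *Cdh2*, *Stra8*, *Eomes* and *Shank3* in libraries labelled Dzip3-KD ranged from -0.37 for *Rhox6* to 0.28 for *Stra8*, with limma adjusted p-values from 0.657 to 0.939. *Neurog1* and *T* were below the expression filter, with 2 and 5 reads in all 6 libraries together, so no change was detectable at this depth. The cells were grown in 2i medium with LIF, where the study describes lineage genes as strongly repressed. Low reads need not come from depth alone. Of these 9 genes, 4 had fewer than 10 reads in every library. Both libraries labelled Dzip3-KD were above both controls for 2 of the 9 genes, as were both libraries labelled Ring1B-KD for 2 of 9. In the other direction, both libraries labelled Dzip3-KD were below both controls for *Bspry*, *Cdh2* and *T*. Both labelled Ring1B-KD were below both controls for *Bspry* and *Eomes*. These counts therefore show no prevailing rise.

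**Figure D3:**
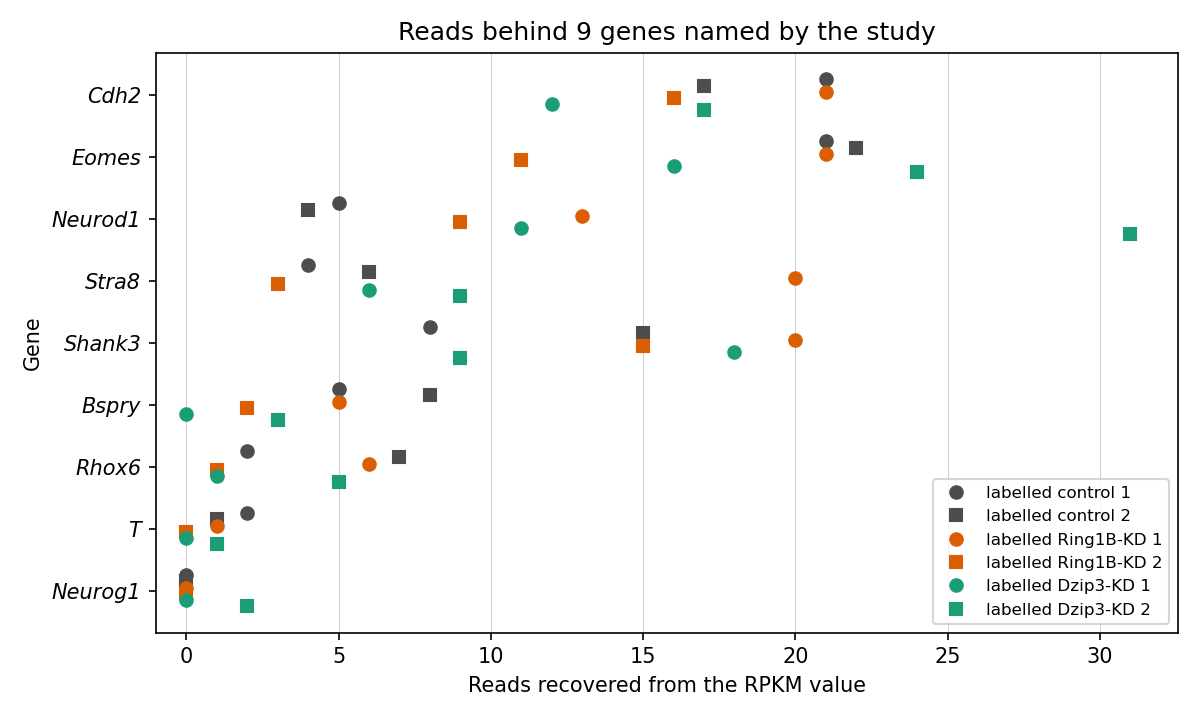
Reads recovered from the RPKM value (x axis) for 9 genes named by the study (y axis), 1 point per library, coloured by labelled group, with circles for replicate 1 and squares for replicate 2. *Neurod1* reaches 31 reads in the library labelled Dzip3-KD 2 against 5 and 4 in the controls, and *Neurog1* has no more than 2 reads in any library.

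Pluripotency markers were measured at higher depth. *Pou5f1* was at 386 ± 66.0 RPKM (SD, n = 2) in the libraries labelled control, 302 ± 77.3 RPKM (SD, n = 2) in those labelled Ring1B-KD and 291 ± 16.2 RPKM (SD, n = 2) in those labelled Dzip3-KD. Its log2 change was -0.36 (SE 0.22, limma adjusted p 0.904) in libraries labelled Ring1B-KD and -0.40 (SE 0.22, limma adjusted p 0.488) in libraries labelled Dzip3-KD. For *Sox2*, *Nanog* and *Klf4* the log2 changes in the libraries labelled Dzip3-KD were 0.16, 0.26 and -0.29, with limma adjusted p-values of 0.759, 0.636 and 0.560. In those labelled Ring1B-KD they were 0.20, 0.09 and -0.01. None of the changes of these 4 markers passed the threshold.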

Values the study reported

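The hierarchical clustering in the study used 894 genes whose expression differed among the groups at P < 0.1.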

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

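Of 156 values recomputed under alternatives, 130 kept their direction and their side of the threshold or stayed within the spread between replicates (for counts, within 1.5 times), 23 moved further and 3 reversed. The share may overstate robustness. The replicate block, no variance trend, no moderation and the fit to 4 libraries leave the estimates for *Rnf2* and *Dzip3* as they are. Many gene counts were 0 in both fits. The *Dzip3* change of -0.87 with the library set block, beside -0.47, was among those kept. The recovered reads, the library sets and the crossed numbers were alternatives chosen after seeing the data. Except where stated, the cause of a change was not tested.

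The log2 change of *Rnf2* in the libraries labelled Ring1B-KD ranged from -0.13 to 0.43 across the 4 fits that each left out one replicate, and reversed without the library labelled control 2. The log2 change of *Dzip3* in those labelled Dzip3-KD ranged from -0.58 to -0.36 across the corresponding fits. It has no value under the filter of at least 2 RPKM, which this gene does not pass. Genes changed in Dzip3-KD against control numbered 1 with the replicate block and 24 with only the 4 samples compared, beside 0 (1411 at an unadjusted p under 0.05). The other 2 contrasts gave 0 genes under every alternative run for them, with 589 (Ring1B-KD against control) and 534 genes at an unadjusted p under 0.05 in the fit as reported and 922 and 340 with the library set block. For Dzip3-KD against control the library set block gave 654.

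Genes raised in libraries labelled Ring1B-KD at the criteria of the study numbered 166 with a pseudocount of 0.1, 14 with a mean of at least 2 RPKM, 12 with the unmoderated linear model, 146 with recovered reads and voom, and 64 with the library set block, beside 26. Under the same alternatives, genes raised in both knockdowns numbered 114, 6, 5, 96 and 43, beside 13, and with separate controls and fold change only they numbered 21 and 20. Genes raised in libraries labelled Dzip3-KD numbered 307 with the unmoderated linear model and 962 with recovered reads and voom, beside 591. Counts at these criteria were not taken with a replicate left out, where an arm has 1 library.

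The correlation of the changes in both knockdowns ranged from 0.25 to 0.73 across the 6 fits that each left out one replicate, and was 0.36 and 0.22 with separate controls and 0.77 with the library set block, beside 0.64. The fall with separate controls may come from the sharing of control libraries, through noise or a real difference between them. It may also come from the use of 1 control library per change in place of 2. These were not separated. The median of the developmental families in the libraries labelled Ring1B-KD ranged from -0.13 to 0.17 across the fits that each left out one replicate, and reversed without the library labelled Ring1B-KD 1. Without a filter on low values it was 0.00 in both knockdowns. In those labelled Dzip3-KD it reversed to 0.09 with the library set block, beside -0.10. The rank of the labelled pairing was 6 with Spearman correlation, 6 with a pseudocount of 0.1 and 4 with a mean of at least 2 RPKM, beside 5.

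Depth limits the low genes: 40.5% of all genes with recovered reads averaged fewer than 10 reads, and a pseudocount of 1 RPKM lies above the value of 3 reads on a transcript of 2 kb (0.419 to 0.497 RPKM).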

Other observations

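The tests below on the library sets as a block, the reads of the targeted genes, both targeted genes together, sequencing depth, the number of varying genes among pairings and the 2-cell-like genes were chosen only after the results they bear on had been seen, and the sets themselves were found in these data.

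The number of genes varying at an unadjusted p under 0.1 was 1723 here, and 1487 with the unmoderated linear model, which is closer to the model of the study. Both are higher than the value quoted from the study above, but the counts are not directly comparable. The study states neither a filter on genes nor a transform before its test, and its groups may not be those of the labels. Grouping by the condition words of the file names gave 762 genes in the same fit as the 1723, which is lower than the value of the study.

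The condition words in the names of the deposited files differed from the labels for 4 of the 6 libraries. The words were Ring1B-KD for the library labelled control 2, Dzip3-KD for Ring1B-KD 1, control for Ring1B-KD 2 and Ring1B-KD for Dzip3-KD 1. For control 1 and Dzip3-KD 2 they were the same as the label. A candidate explanation for the level of *Rnf2* is a mislabelled sample, and the targeted genes were used to test it. Of the 2 libraries lowest for *Rnf2*, 0 were labelled Ring1B-KD, and both carried that word in the file name. Of the 2 libraries lowest for *Dzip3*, 1 was labelled Dzip3-KD, and both carried that word in the file name. Within its set of 3 libraries, *Rnf2* was at 0.71 times the mean of the others in the library labelled control 2 (exact binomial test on reads, two-sided, p 2.5e-05, adjusted 0.00015 over 12 tests) and at 0.68 times in Dzip3-KD 1 (exact p 2.1e-06, adjusted 2.5e-05). *Dzip3* was at 0.48 times in the library labelled Ring1B-KD 1 (exact p 0.0011, adjusted 0.0033) and at 0.73 times in Dzip3-KD 2 (exact p 0.20, adjusted 0.30). These libraries had already been seen to be the lowest of their sets. Of the other 8 tests, those with an adjusted exact p under 0.05 were higher values, of *Rnf2* in control 1 (1.29 times, adjusted 0.0026) and Ring1B-KD 2 (1.21 times, adjusted 0.030), and of *Dzip3* in control 2 (1.56 times, adjusted 0.030). The tests compare libraries, not conditions, and the reads varied between libraries by more than sampling alone. Both targeted genes were lowest in their own knockdown under 1 of the 90 ways to assign the 3 condition words to the libraries, 2 each. That assignment is the one of the file names, and the labels are not it. Arbitrary names would be that assignment in 1.1% of cases. The file names hold each word once in each library set. Among the 36 assignments with this property, 1 had both targeted genes lowest in their own knockdown. A weak knockdown at the RNA level was not tested.

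Agreement across genes did not settle whether samples were mislabelled. The labelled pairing ranked 5 among the 15 pairings by mean correlation within pairs, and the pairing by file-name words ranked 10, with 762 varying genes against 1723. Each of the library sets, however, holds each of the 3 file-name words once, so a difference between the sets lowers the agreement of every file-name pair. With the sets as a block, the file-name pairing gave 1851 genes varying at an unadjusted p under 0.1 (64 at a limma adjusted p under 0.05), the most of the 6 pairings that span the sets. The next pairing gave 1539 (29 adjusted), and the other 4 gave 719 to 1084 (0 adjusted). The next pairing also joined control 2 with Dzip3-KD 1, but kept the labelled Ring1B-KD pair. None of the other 4 joined control 2 with Dzip3-KD 1. Those of them with another file-name pair gave 1084 and 857. The count thus went largely with control 2 and Dzip3-KD 1, which were also highest for the 2-cell-like genes below. The file-name pairing also came first with voom weights on the recovered reads (1669 genes), with 75th percentile scaling (1735) and with a pseudocount of 0.1 (1790). With 6 pairings, any one of them comes first by chance in 1 of 6 cases. The labelled pairing does not span the sets in all pairs and was not among the 6. It gave 1286 genes with the same block, but there the difference between the sets is estimated from the Ring1B-KD pair alone, so the counts are not fully comparable. The counts rest largely on the pair of control 2 and Dzip3-KD 1. Together with the targeted genes, these values fit exchanged labels and favour the file names over the labels. They are not proof, since no record of the samples was examined here, and no change of a gene between conditions was estimated by file name. If the labels were exchanged, the comparisons between labelled groups in this text are comparisons of mixed groups.

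The number of varying genes does not single out the labelled groups: 5 of the 15 pairings, the labelled one included, gave as many genes at an unadjusted p under 0.1. The pairing with the most genes, 2388, joined control 1 with Ring1B-KD 1, control 2 with Dzip3-KD 1, and Ring1B-KD 2 with Dzip3-KD 2 by label. With 15 pairings the share cannot fall under 0.05.

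The division of the libraries into 2 sets of 3 was tested against technical explanations. Across the 10404 genes with a value (90.2% of those tested), the difference between the sets correlated with GC content at -0.04 and with transcript length at -0.04. After each dependence had been removed from every library, the first principal component still separated the sets, with 42.1% of the variance for GC content and 42.1% for transcript length, beside 41.5% in the same genes before. With correlations this low there was little to remove, so the component adds little to them. Depth overlapped between the sets: 2 libraries of the second set were shallower than the deepest of the first. Without the 100 highest genes and with 75th percentile scaling, the component still separated the sets with 40.5% of the variance. The sets, once found, were seen to coincide with the order of deposition, the first 3 samples and the last 3. Each also holds each of the 3 file-name words once, so a batch by replicate may underlie them, though no label states one. A difference in culture, library preparation or sequencing run could not be tested further, since the labels give none of these. By label, the sets also part control from Dzip3-KD, so a knockdown effect and a batch may each contribute, and the pattern cannot be told apart from a batch.

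Genes of the *Zscan4* family, which mark a rare 2-cell-like state of mES cells, differed between libraries of the same label. *Zscan4c* (chromosome 7, 11591071 to 11595896) was at 126 and 102 RPKM in the libraries labelled control 2 and Dzip3-KD 1 and at 21.0 to 49.1 RPKM in the other 4. *Tmem92* was at 46.5 and 63.8 RPKM in these libraries and at 14.8 to 16.4 RPKM in the others. All 11 genes examined of a list of such genes were highest in this pair. Reads shared between near-identical copies may make genes of the family move together, but would not by themselves raise 2 of 6 libraries. Of the 31-base words of the transcript, 91.1% occurred more than once in the genome for *Zscan4c*. *Zfp352*, with 26.4% repeated words, was 1.62 times higher in the lower of these libraries than in the highest of the other 4, and its values had not been seen before it was listed. For *Arg2*, with 0.0% repeated words, the ratio was 1.42, but its values had been seen before, so it is no independent test, and shared reads were not excluded for the family. The pair shares 1 file-name word, Ring1B-KD, and has the lowest *Rnf2* values, which may point to mislabelled samples. It may equally reflect a fluctuating fraction of 2-cell-like cells, which bulk RNA cannot separate.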
